A study of Mus musculus with 49 samples. Its data were reported in "Tau Overexpression Impacts a Neuroinflammation Gene Expression Network Perturbed in Alzheimer’s Disease" (2014).

How the data were processed

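Cell layers of 3 hippocampal subfields were profiled in female mice at 6.1 months of age. The pyramidal layers of CA1 and CA3 and the granule cell layer of the dentate gyrus (DG) had been collected by laser capture microdissection, in which chosen cells are taken from a stained brain section under the microscope. RNA from each capture was amplified, labeled with biotin and hybridized to 1 Affymetrix HT-MG-430A array, which reads most transcripts near their 3-prime end with sets of short probes. The 3 genotypes, DN, tTA and rTg4510, were taken from the genotype label of each sample, and the mouse number from its title. DN mice carried neither transgene, tTA mice carried the tetracycline-controlled transactivator under the Camk2a promoter, and rTg4510 mice carried tTA together with a responder transgene for mutant human tau. Arrays came from 6 DN, 6 rTg4510 and 5 tTA mice, 17 mice in all, and the mouse was the replicate. CA1 was profiled in 6 DN, 5 rTg4510 and 5 tTA mice, CA3 in 5, 6 and 5, and DG in 6, 6 and 5. Mouse numbers ran from 4797 to 4886 in DN mice, from 4535 to 4666 in rTg4510 mice and from 4570 to 4637 in tTA mice, so the DN numbers lay apart from the others. No hybridization date or batch was given in the sources used here.

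The deposited table held log2 expression values that the authors had made with RMA, the method named in the submitters' processing notes. RMA subtracts background, forces the arrays onto a common distribution and combines the probes of a set into 1 value, so a shift of all transcripts together cannot be seen in it and changes of dim probe sets are understated. Which arrays were normalized together is not given in the sources used here. The study's methods speak of anti-log values, but the table ran from 1.944 to 13.826 with array medians from 4.947 to 5.062, which is a log scale. The base was settled from the range: base e would put the highest value at 1011000, above the largest value of a 16-bit scanner, 65535, and base 2 puts it at 14520. Values were used as deposited, without further normalization. Arrays have no read depth, and their number limits the precision.

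The table held 22716 probe sets, of which 90 control probe sets were left out and 22626 were tested. Of these, 18003 had 1 gene symbol, 287 had several and 4336 were not listed in the probe table and stayed unnamed here. Symbols were looked up by Entrez ID in a mouse gene table, which matched 17977 probe sets and changed 0 symbols. The named probe sets covered 11807 genes. Where a gene had several probe sets, gene lists used the one with the highest mean over all 49 arrays. No gene named for rTg4510 against tTA had probe sets called in opposite directions within 1 comparison, but of the called ones (84 in CA1, 32 in CA3 and 24 in DG) 16, 12 and 15 had another probe set that was not called, of the opposite sign in 3, 4 and 8. The arrays were used without detection calls, and 22, 13 and 5 of the called ones had a group mean below 5.039, the median over probe sets, which are called dim here. Prnp, Spp1 and Dlg4 had no listed probe set and were not analysed here, and the array measures mouse transcripts, so the human tau transgene was not analysed here either. Of the pairs of arrays within a group, 0 held identical values.

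Differential expression was tested with limma version 3.58.1 in R version 4.3.3. Within each subfield a linear model of the 3 genotypes was fitted to the log2 values, and pairs were compared by moderated contrasts. The genotypes shared 1 estimate of the spread, as in the study's methods, although DN arrays varied less. P-values were adjusted by the Benjamini-Hochberg procedure over all tested probe sets, and a probe set was called at an adjusted p below 0.05, with no minimum fold change. Whether the rTg4510 versus tTA difference itself differed between subfields was tested in a model of all 49 arrays with 9 groups, and the same model compared the subfields of DN mice. Arrays of 1 mouse are not independent, so this model held the mouse as a random block, with a consensus within-mouse correlation of 0.117. Deviations from the group mean were compared between arrays with the same mouse number: over 47 such pairs the median correlation was 0.119 (range −0.148 to 0.323, with 27 above 0.1), against −0.00146 for arrays of different mice. Since the number in the title names the animal, it pairs the arrays. Genotype contrasts within a subfield hold each mouse once.

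The lists of genes (31 in all) covered microglia, activated microglia, complement, astrocyte, reactive astrocyte, oligodendrocyte, endothelial and mural cells, meninges and fibroblast, choroid plexus and ependyma, red blood cell, inhibitory interneuron, CA1 pyramidal, CA3 pyramidal, dentate granule, presynaptic, postsynaptic, immediate early, oxidative phosphorylation, proteasome, cytosolic ribosome, voltage-gated ion channel, interferon and antigen presentation, lysosome, cholesterol synthesis, unfolded protein and heat shock, neurogenesis, p53 and cell cycle arrest, Alzheimer risk orthologues, transgene parts, the tTA insertion locus and the tau insertion locus. Some genes stand in several lists, such as C1qa in microglia and complement and Gfap in astrocyte and reactive astrocyte, and the captured neurons also express many of the lysosome, ribosome and synaptic genes. Each list was tested with camera, which asks whether its members moved more than other genes, with a preset correlation between genes of 0.01, and again with the correlation estimated from the data, each adjusted over the lists. For contrasts between subfields the estimated correlation took no account of the mouse block. The number of members called over all probe sets is given beside the number called when p-values were adjusted over the list alone. Mean values of lists and measures of array quality were compared by exact two-sided permutation tests, adjusted over their family.

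The samples, tests, lists and alternatives were fixed before the data were examined, as was the rule for the genes to be named. Prnp, Mapt, Fgf14, C4b, Gfap, Spp1, Npy, Gad2, Dlg4, Arc, Homer2, Trem2 and Tyrobp were always named for rTg4510 against tTA. To these were added the 8 largest rises and 8 largest falls per subfield whose groups did not overlap in any array, up to 3 members per list with the smallest adjusted p, 5 rises and 5 falls against DN, 5 in each direction for differences between subfields, and, for the subfields of DN mice, 4 in each direction and the subfield markers. The study discussed all of the first set but Prnp, Mapt and Fgf14 on these or related samples, so their direction is not independent evidence here. Alternatives were the methods' least significant difference test on log2 and on anti-log values, array weights, only the groups compared, the joint model with the mouse block, quantile normalization again, centering on array medians, leaving out probe sets with a mean below 5.039, leaving out each array or mouse, the estimated correlation, and the mean of all probe sets of a gene. The standard deviation (SD) of each array and its Gapdh and Actb 3-prime to 5-prime ratios, in which a higher value goes with more RNA that is read near its 3-prime end alone, were added as covariates after seeing the data.

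The tests were tried on simulated data with known changes. For rTg4510 against tTA in CA1, 38.3%, 87.1% and 100% of probe sets moved by 0.5, 1 and 2 log2 units were recovered. Beside these 23, 54 and 78 true calls stood 20 false ones, a larger share than the threshold aims at. In CA3 47.5%, 89.4% and 100% were recovered and in DG 40.3%, 86.7% and 100%, with 5 and 6 false calls. For the difference between CA1 and CA3 the shares were 17.6%, 70.3% and 98.4%.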

Results

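Gene expression was measured on 49 arrays from 17 female mice, in the cell layers of CA1 (16 arrays), CA3 (16 arrays) and DG (17 arrays). CA1 and CA3 are fields of pyramidal neurons, and the granule cell layer of the dentate gyrus holds the neurons that project to CA3. All values are on the log2 scale, where a difference of 1 is a doubling, and are given as mean ± SD with n as the number of mice. A gene is called dim where a group compared has a mean below 5.039, the median over probe sets. Differences of dim genes tend to be understated and are not exact sizes. The design asks what mutant tau changes in each subfield, and sets rTg4510 against tTA mice for this, so that both groups carry tTA. It also compares both transgenic groups with DN littermates and asks whether the difference between rTg4510 and tTA mice varies between subfields. No comparison here separates mutant tau from the insertion of its transgene.

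The captured layers carried the transcripts of their own neurons. In DN mice Pou3f1, a transcription factor of CA1 pyramidal cells, was 5.63 log2 units higher in CA1 than in CA3 (SE 0.40, limma adjusted p = 4.43e-15), and Wfs1, an endoplasmic reticulum protein that marks CA1, was 3.62 higher in CA1 than in DG (SE 0.20). Rspo2, an activator of Wnt signaling, was 3.46 higher in CA3 than in DG (SE 0.18) and differed by −3.02 between CA1 and CA3. Prox1, the transcription factor that sets granule cell identity, differed by −3.78 between CA1 and DG and by −4.90 between CA3 and DG, and Calb1, the calcium-binding protein calbindin, by −5.80 between CA3 and DG. Pou3f1 (4.07) and Calb1 (4.49) in CA3, Rspo2 in CA1 and DG (4.43 and 4.0) and Prox1 in CA1 and CA3 (4.19 and 3.07) were dim. All 5 CA1 pyramidal markers were higher in CA1 than in CA3 and DG, and 4 of the 5 CA3 pyramidal markers were higher in CA3 than in CA1 and DG, the exception being Coch. Of 10 dentate granule markers, 9 were higher in DG than in CA1, with Pdzrn3 not called, and 9 were higher than in CA3, with Il16 not called. In total 2920 probe sets differed between CA1 and CA3, 3956 between CA1 and DG and 4912 between CA3 and DG. With array weights the count between CA1 and CA3 rose above 4912.

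In CA1, rTg4510 mice showed a large rise of glial and immune transcripts over tTA mice. C4b, a complement component, was at 8.54 ± 0.80 in rTg4510 (n = 5) and 4.32 ± 0.076 in tTA mice (n = 5), a difference of 4.22 (SE 0.26, adjusted p = 2.65e-07). Lyz2, the lysozyme of myeloid cells, rose by 2.71, and the tTA levels of both, 4.32 and 3.34, were dim. Gfap, the intermediate filament of astrocytes, rose 5.87-fold from 8.40 ± 0.44 to 10.95 ± 0.61 (difference 2.55, SE 0.26), and Osmr, the oncostatin M receptor, rose by 2.39 from a dim level. Transcripts of CA1 pyramidal cells fell: Pou3f1 fell by 1.82 (SE 0.34) and stood at −0.09 in another, dim probe set that was not called, Itpka, a kinase of dendritic spines, fell by 1.89 (SE 0.31) and Wfs1 fell by 1.25 (SE 0.16), from 11.41 ± 0.26 to 10.16 ± 0.41. In all, 2405 probe sets were called, 1360 higher and 1045 lower, which is 10.6% of those tested, and 475 of them moved at least 2-fold. They covered 889 genes that rose and 755 that fell.

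Most microglial and astrocytic markers rose in CA1. Of 24 microglia genes 16 rose and 0 fell (18 adjusted over the list alone, camera adjusted p = 2.82e-16, adjusted p = 0.0432 with an estimated correlation). Among them Ctss, a lysosomal protease of microglia, rose by 1.77 (SE 0.16), Ptprc, the leukocyte antigen CD45, by 2.32, Mpeg1, a pore-forming protein of macrophages, by 2.28, and C1qc, a chain of complement C1q, by 2.06. P2ry12, a receptor of resting microglia, was not called (0.12, adjusted p = 0.685). Of 23 activated microglia genes 17 rose (19 over the list alone), such as the chemokine Ccl6 (1.86) and the cathepsin Ctsz (1.17). Of 19 astrocyte genes 15 rose (17 over the list alone, adjusted p = 0.0432 with an estimated correlation), among them Ptprz1 (1.27) and S100b (0.75). Of 21 complement genes 9 rose and 1 fell (12 over the list alone), with C3ar1, the receptor of C3a, at 2.01 and the integrin Itgb2 at 1.75. In the lysosome list, which shares Ctss with microglia, 18 of 29 rose (25 over the list alone), including Man2b1, an alpha-mannosidase (1.76), and the progranulin gene Grn (0.89). Of 25 interferon and antigen presentation genes 12 rose (18 over the list alone), among them Ifitm3 (1.54) and the class I gene H2-K1 (1.47), with adjusted p = 0.0601 with an estimated correlation. Reactive astrocyte genes rose in 5 of 22 cases (6 over the list alone, adjusted p = 0.0601 with an estimated correlation), led by Osmr and by the intermediate filament Vim (2.25). Ptprc, Mpeg1, Ccl6, C3ar1, Itgb2 and Osmr were dim in tTA mice, and the dimmest probe set of H2-K1 stood at −0.0026.

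**Figure D1:**
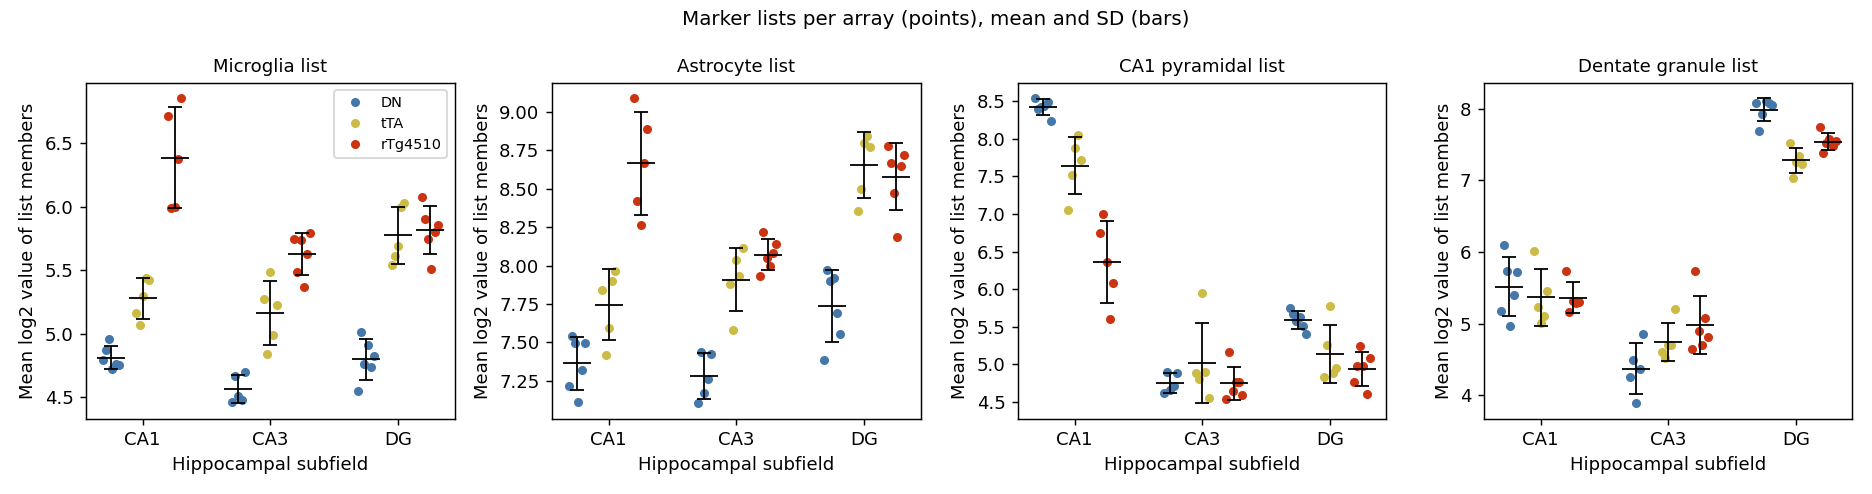
Mean log2 value of the microglia, astrocyte, CA1 pyramidal and dentate granule lists (vertical axes) by subfield and genotype (horizontal axes), with 1 point per array and bars for mean ± SD over 5 or 6 mice. In CA1 the mean of the 24 microglia genes was 1.11 log2 units higher in rTg4510 than in tTA mice, and in DG both transgenic groups lay above DN mice.

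Lists of other cells around the pyramidal layer gave the following in CA1. Of 17 oligodendrocyte genes 9 rose (15 over the list alone, adjusted p = 0.0601 with an estimated correlation), including the actin-severing Gsn (1.74), transferrin Trf (1.58) and Aspa (1.59). Of 22 endothelial and mural genes 9 rose (13 over the list alone, adjusted p = 0.0516 with an estimated correlation), such as the drug efflux pump Abcb1a (0.99), vitronectin Vtn (1.27) and the tight junction gene Cldn5 (0.87). Of 14 meninges and fibroblast genes 6 rose (9 over the list alone, adjusted p = 0.0516 with an estimated correlation), among them Ptgds, a prostaglandin synthase, at 1.92. Of 10 choroid plexus and ependyma genes 0 were called (0 over the list alone, median −0.06, mean 0.0068, camera adjusted p = 0.588), as of 4 red blood cell genes (0 over the list alone, median −0.10, adjusted p = 0.607). Of 22 inhibitory interneuron genes 12 rose and 1 fell (14 over the list alone, adjusted p = 0.0432 with an estimated correlation). Gad2, which makes GABA, was at 9.63 ± 0.41 in rTg4510 and 8.38 ± 0.39 in tTA mice (difference 1.25, SE 0.20, 2.38-fold, adjusted p = 0.00132), the GABA transporter Slc32a1 rose by 1.35 in 1 probe set and stood at 0.05 in another, and the transcription factor Dlx2 rose by 1.41. Npy, a peptide of interneurons, rose by 0.58 (SE 0.16, adjusted p = 0.0299), a call lost without rTg4510 mouse4535 (0.0734), mouse4653 (0.0756) or mouse4666 (0.0785) or tTA mouse4580 (0.0512), mouse4626 (0.0771) or mouse4637 (0.063). Gad2 and Npy were chosen by the study on these samples and are not independent evidence of the list's direction. Aspa and Dlx2 were dim in tTA mice, and 1 of the probe sets of Gsn stood at −0.07.

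Among neuronal and synaptic lists in CA1, the CA1 pyramidal and postsynaptic lists passed at the preset correlation and the immediate early, ion channel and presynaptic lists did not. Of 5 CA1 pyramidal genes 4 fell, all 5 when adjusted over the list alone, with a median of −1.25 (camera adjusted p = 1.02e-05, adjusted p = 0.0601 with an estimated correlation), among them Lefty1 (−1.48). Of 24 postsynaptic genes 10 fell and 2 rose (18 over the list alone, adjusted p = 0.119 with an estimated correlation), including Nrgn, a calmodulin-binding protein of dendrites (−1.25), and Camk2b (−0.85), and the scaffold gene Homer2 fell by 0.89 (SE 0.17, adjusted p = 0.00408). Arc, an immediate early gene of synaptic activity, fell by 1.32 (SE 0.26, adjusted p = 0.0043) and Nr4a2 fell by 1.0, while Jun rose by 1.40. As a list the 25 immediate early genes did not pass (2 rose and 6 fell, 9 over the list alone, camera adjusted p = 0.0668), but did without rTg4510 mouse4600 (0.0263) or mouse4653 (0.0361) or tTA mouse4626 (0.032). Of 53 voltage-gated ion channel genes 9 fell and 1 rose (11 over the list alone, adjusted p = 0.163), among them the sodium channel subunit Scn3b (−1.41) and the potassium channel subunits Kcnab1 (−1.26) and Kcnip4 (−0.70). Presynaptic genes were called in 3 of 24 cases, 1 higher and 2 lower (3 over the list alone, adjusted p = 0.335, and 0.0121 without rTg4510 mouse4535). Other neuronal transcripts that fell were Rasd2, a small GTPase (−1.92), the serotonin receptor Htr5b (−1.83), Tac2, which encodes neurokinin B (−1.69), and Sema3a, an axon guidance factor (−1.64). Lefty1, Rasd2, Htr5b and Sema3a were dim in rTg4510 mice. Other probe sets, not called, stood at −0.54 and −0.10 for Sema3a, −0.31 for Nr4a2 and −0.57 for Kcnip4. Tac2 stood at 7.05 in tTA, 5.36 in rTg4510 and 4.13 in DN mice, with 1.23 between the last 2 (adjusted p = 0.00204).

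Other lists that passed in CA1 covered metabolism, ribosomes, Alzheimer risk and CA3 pyramidal cells. Of 83 oxidative phosphorylation genes 8 fell and 2 rose (12 over the list alone, median −0.11, camera adjusted p = 0.00819, adjusted p = 0.332 with an estimated correlation), with Cox4i1 and Ndufb8 of the respiratory chain at −0.48 and −0.35 and the testis-enriched Cox6b2 at 1.06. That call was lost without rTg4510 mouse4535 (0.0588), as was that of the Alzheimer risk orthologues (0.0588), of which 4 of 21 rose and 1 fell (8 over the list alone, adjusted p = 0.119 with an estimated correlation), with Clu, or clusterin, at 0.72, Fermt2 at 0.83 and the kinase Ptk2b at −0.63. Of 65 cytosolic ribosome genes 4 fell (0 over the list alone, median −0.15, camera adjusted p = 0.00148, adjusted p = 0.617 with an estimated correlation), and the list did not pass without rTg4510 mouse4600 (0.208). Of 18 cholesterol synthesis genes 3 fell and 1 rose (5 over the list alone, adjusted p = 0.0432 with an estimated correlation), including Idi1, an isomerase of the pathway (−0.70), and its regulator Srebf2 (−0.87). Of 5 CA3 pyramidal genes 2 rose (2 over the list alone, adjusted p = 0.193 with an estimated correlation), led by the adhesion molecule Nectin3 (1.24). Cox6b2 was dim in tTA mice, and Nectin3 stood at 0.34 and 0.04 in dim probe sets that were not called.

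The remaining lists did not pass in CA1. Called members were 3 of 36 proteasome genes (1 higher, 2 lower, 2 over the list alone, adjusted p = 0.275, and 0.0437 without tTA mouse4592), 6 of 27 unfolded protein and heat shock genes (3 in each direction, 9 over the list alone, adjusted p = 0.0718, passing at 0.0378 without tTA mouse4592 and at 0.0466 without mouse4637), and 7 of 19 p53 and cell cycle arrest genes (5 higher, 2 lower, 9 over the list alone, adjusted p = 0.0899, and 0.0488 without rTg4510 mouse4600). The cell cycle inhibitor Cdkn1a rose by 1.85, the DNA damage gene Gadd45a by 1.04 and the chaperone gene Hsp90aa1 by 0.51, while the heat shock cochaperone gene Dnajb5 fell by 1.61. Of 16 neurogenesis genes 3 rose (3 over the list alone, adjusted p = 0.248), including Sox2 (0.93), which astrocytes also express. Their median was −0.02 and their mean 0.20, and the median turned to 0.00067 after quantile normalization again. No dentate granule gene of 10 was called (2 over the list alone, median 0.12, mean −0.0071). Cdkn1a and Gadd45a were dim in tTA mice.

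The construct genes gave the following. Fgf14, which spans the insertion site of the tau transgene and encodes a regulator of sodium channels, fell by 0.68 in CA1 (8.34 ± 0.13 in tTA and 7.66 ± 0.31 in rTg4510 mice, SE 0.12, adjusted p = 0.00252), and it is the only measured member of the tau insertion locus (1 of 1, also over the list alone). Mouse Mapt, read by its brightest probe set, was not called (0.17, adjusted p = 0.492), and neither was Trem2 (0.17, adjusted p = 0.477), whose level of 3.93 lies among dim probe sets. Tyrobp, the signaling partner of Trem2, rose 3.92-fold (difference 1.97, SE 0.23). Of 2 genes of the transgene parts 1 fell (1 over the list alone), Camk2a, by 0.53 (adjusted p = 0.0256), a call lost without rTg4510 mouse4535 (0.0662), mouse4653 (0.0622) or mouse4666 (0.0664) or tTA mouse4626 (0.0666). Of the tTA insertion locus 0 of 2 genes, Vipr2 and Ncapg2, were called (0 over the list alone). When only the arrays of both genotypes entered the model, 1056 probe sets were called in CA1, and the methods' least significant difference test called 1927 on log2 values and 1738 on anti-log values. The 3-prime to 5-prime ratio of Actb, a sign of RNA quality, stood at −0.48 in rTg4510 and −0.70 in tTA mice in CA1 (exact permutation p = 0.0317, adjusted 0.0679), and with this ratio as a covariate 1313 probe sets were called. Of the 84 called probe sets of named genes in CA1, 13 had a tTA level that differed from DN mice in the opposite direction, among them those of Tac2, Sema3a, Dnajb5, Nectin3, Cox4i1, Ndufb8 and Hsp90aa1, and in 2 of these, Sema3a (−0.68) and Dnajb5 (−0.82), rTg4510 mice also differed from DN mice in the direction of the call.

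In CA3 the same comparison called fewer probe sets. Mpeg1 was at 6.43 ± 0.33 in rTg4510 (n = 6) and 4.60 ± 0.65 in tTA mice (n = 5), a difference of 1.82 (SE 0.26, adjusted p = 0.00363). Jun, a transcription factor of the immediate early and stress responses, rose 2.60-fold (9.25 ± 0.33 and 7.87 ± 0.14, SE 0.14, adjusted p = 0.000312), and Tyrobp, Lyz2 and Ctss rose by 1.05, 1.07 and 1.03. Fam120b, a coactivator of a nuclear receptor, rose by 1.41 in 1 probe set and stood at 0.0005 in another, and Acad11, an acyl-CoA dehydrogenase, rose by 1.33 and stood at 0.62 (adjusted p = 0.242) in another. The tTA levels of Mpeg1, Lyz2 (3.51), Fam120b (4.81), Acad11 (3.48) and C4b (4.61) were dim. Tmem114, a claudin-like membrane protein, fell by 1.26 (SE 0.19) and Mycl, a MYC family transcription factor, fell by 1.10 in a dim probe set (3.26 and 4.36) and stood at −0.46 and 0.36 in its brighter ones, neither called. Nupr1, a chromatin-bound stress response gene, fell by 1.32 (SE 0.29, adjusted p = 0.0416), and another of its probe sets stood at −0.90 (adjusted p = 0.0777). The call of Nupr1 was lost without rTg4510 mouse4600 (0.0813), mouse4653 (0.0753) or mouse4666 (0.061) or tTA mouse4570 (0.101), mouse4592 (0.0509), mouse4626 (0.0799) or mouse4637 (0.0731). C4b rose by 1.83 (SE 0.36, adjusted p = 0.0247) and Gfap by 1.01 (SE 0.20, adjusted p = 0.0279), 2 genes that the study had also named. The C4b call was lost without rTg4510 mouse4535 (0.0593) or mouse4666 (0.0592) or tTA mouse4570 (0.0566) or mouse4592 (0.0509), and the Gfap call without rTg4510 mouse4535 (0.0509), mouse4600 (0.0518), mouse4653 (0.054) or mouse4666 (0.0612) or tTA mouse4570 (0.0741) or mouse4580 (0.0538).

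Among lists in CA3, 4 of 24 microglia genes rose and 0 fell (9 over the list alone, camera adjusted p = 1.21e-08, adjusted p = 0.0734 with an estimated correlation). Activated microglia genes rose in 1 of 23 cases (5 over the list alone), complement genes in 3 of 21 (7 over the list alone) and lysosome genes in 1 of 29 (5 over the list alone), each with adjusted p = 0.0467 with an estimated correlation. Of 65 cytosolic ribosome genes 7 fell (16 over the list alone, camera adjusted p = 1.21e-08, adjusted p = 0.434 with an estimated correlation), among them Rpl13a (−0.75) and Rps2 (−0.43, with another probe set at −0.25, not called). Of 18 cholesterol synthesis genes 1 fell, the squalene synthase gene Fdft1 (−0.73, 6 over the list alone, adjusted p = 0.0734 with an estimated correlation). The astrocyte list passed (1 of 19 rose, 1 over the list alone, camera adjusted p = 0.0408, adjusted p = 0.476 with an estimated correlation), but not without rTg4510 mouse4549 (0.0821), mouse4621 (0.0514), mouse4653 (0.0624) or mouse4666 (0.0665) or tTA mouse4580 (0.229) or mouse4626 (0.0618). No inhibitory interneuron gene of 22 was called (median 0.09, adjusted p = 0.136), with Gad2 at 0.21 (adjusted p = 0.605) and Npy at 0.33 (0.539), and no call was made for Fgf14 (−0.22, adjusted p = 0.261), Arc (−0.34), Homer2 (−0.49, adjusted p = 0.162), Trem2 (−0.08) or the brightest probe set of Mapt (−0.04). A dimmer probe set of Mapt, dim in tTA mice, was called in CA3 at 1.20 (SE 0.28, adjusted p = 0.0499), and stood at 1.05 in DG (adjusted p = 0.0652) and −0.18 in CA1, while the remaining one of Mapt stood at −0.42 in CA3 (adjusted p = 0.375).

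The CA3 comparison called 256 probe sets, 145 higher and 111 lower, 25 of them at least 2-fold, and 3353 at an unadjusted p below 0.05. The count moved with single arrays: it was 88, 151, 161 and 108 without rTg4510 mouse4535, mouse4600, mouse4653 and mouse4666, 451 without rTg4510 mouse4621, and 103, 148 and 139 without tTA mouse4570, mouse4580 and mouse4592. With only the arrays of both genotypes in the model 25 probe sets were called, and the methods' least significant difference test on anti-log values called 169, of which 71 were higher. Of the 32 called probe sets of named genes, 12 had a tTA level that differed from DN mice in the opposite direction, among them those of Fam120b, Acad11, Tmem114, Mycl, Rpl13a and Rps2, and in 0 of the 12 were rTg4510 mice called against DN mice in the direction of the call, with differences from −0.59 to 0.53.

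In DG, 0 of 24 microglia and 0 of 19 astrocyte genes were called between rTg4510 and tTA mice by limma (0 and 1 over the list alone). Il1rapl2, a synaptic adhesion receptor, was at 4.85 ± 0.31 in rTg4510 (n = 6) and 3.69 ± 0.24 in tTA mice (n = 5), a difference of 1.16 (SE 0.15, adjusted p = 0.00594) with both levels dim, and another probe set stood at 0.43 (adjusted p = 0.474). Tenm1, a teneurin adhesion molecule, rose by 1.03 (SE 0.17, adjusted p = 0.0191), while Gnao1, a G protein subunit of neurons, fell by 1.03 (SE 0.18, adjusted p = 0.0221) in 1 probe set and stood at −0.82 (adjusted p = 0.141) and, in the brightest, 0.31 (adjusted p = 0.273) in the others, and Tmem114 fell by 0.97 (adjusted p = 0.0191). Parvg, an actin-binding parvin of leukocytes, fell by 1.57 (SE 0.30, adjusted p = 0.0286) in 1 probe set and stood at 0.06 in another, and Tomm6, a subunit of the mitochondrial import pore, fell by 0.99 (adjusted p = 0.0191) and stood at 0.02. The Tenm1 and Tmem114 calls were lost without rTg4510 mouse4535 (0.0563 each), that of Parvg without rTg4510 mouse4535 (0.0563) or mouse4666 (0.0582) or tTA mouse4580 (0.0523) or mouse4637 (0.055), that of Tomm6 without rTg4510 mouse4535 (0.0563) or tTA mouse4637 (0.0521), and that of Gnao1 without rTg4510 mouse4535 (0.0563) or mouse4666 (0.0531) or tTA mouse4637 (0.0521), so that of these genes Il1rapl2 alone was called in every such test. Not called were C4b (0.56, adjusted p = 0.586), Gfap (0.11, adjusted p = 0.879), Tyrobp (0.10, adjusted p = 0.89), Gad2 (0.44, adjusted p = 0.303), Fgf14 (−0.22, adjusted p = 0.233), Mapt (0.32, adjusted p = 0.384), Arc (−0.37), Homer2 (−0.25) and Trem2 (0.05). Npy was at 7.96 ± 0.43 and 7.09 ± 0.27 (difference 0.87, SE 0.21, adjusted p = 0.0604), and was called without rTg4510 mouse4549 (0.0256). Parvg (4.08) and Tmem114 (4.22) were dim in rTg4510 mice.

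**Figure D2:**
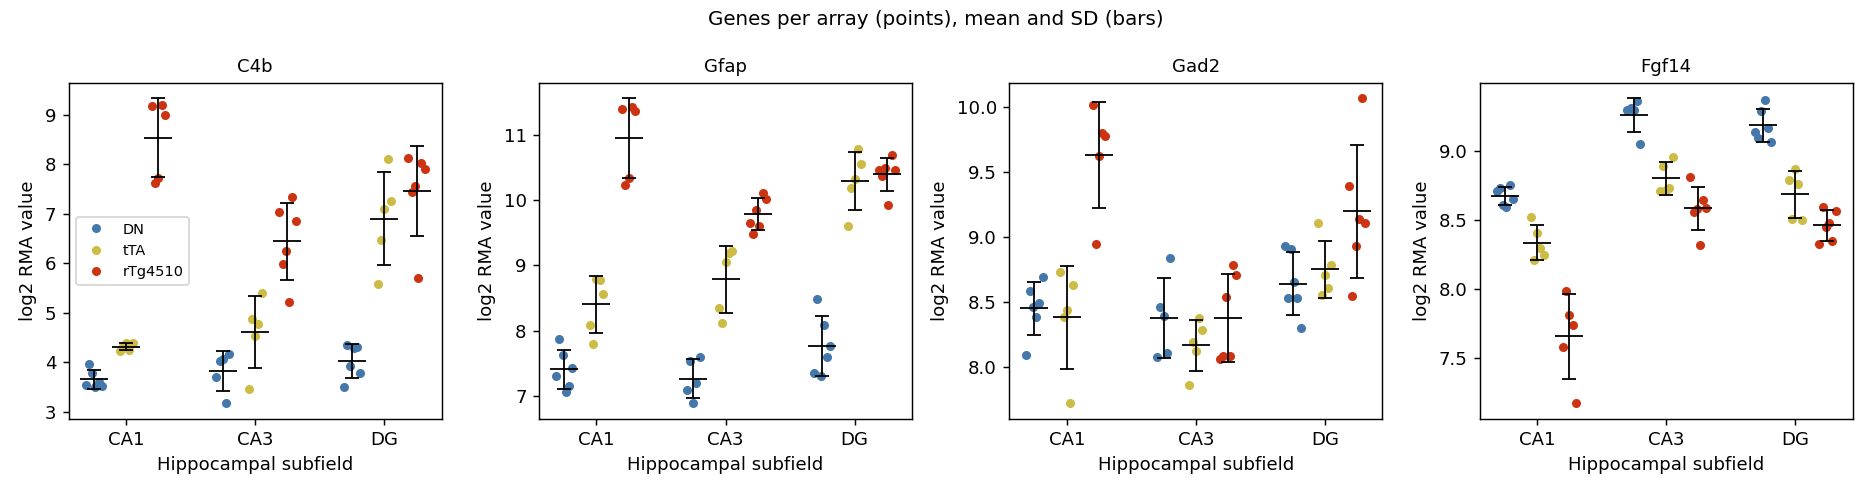
Log2 RMA value (vertical axes) of C4b, Gfap, Gad2 and Fgf14 by subfield and genotype (horizontal axes), with 1 point per array and bars for mean ± SD over 5 or 6 mice. In CA1, C4b was at 8.54 in rTg4510 and 4.32 in tTA mice, and Gad2 at 9.63 and 8.38.

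In DG 9 of 65 ribosomal protein genes fell and 0 rose (36 over the list alone, median −0.29). Camera gave adjusted p = 4.76e-22, and 0.576 with an estimated correlation. The median was also negative after quantile normalization and median centering. Called genes included Rpl29 (−0.69, SE 0.12) and Rpl17 (−0.57, with dimmer probe sets at −0.10 and 0.14, not called). The calls of both were lost without rTg4510 mouse4535 (0.0563 each) or tTA mouse4637 (0.0521 for Rpl29 and 0.0534 for Rpl17). Oxidative phosphorylation genes had 0 of 83 called (3 over the list alone, median −0.11, camera adjusted p = 0.000403, adjusted p = 0.627 with an estimated correlation), and 1 of 18 cholesterol synthesis genes fell, Srebf2 (−0.93, with another probe set at −0.43, not called, 4 over the list alone, adjusted p = 0.283 with an estimated correlation). Camera also passed 4 lists with 0 members called. The oligodendrocyte list (2 of 17 over the list alone, median −0.27, adjusted p = 0.627 with an estimated correlation) did not pass without rTg4510 mouse4666 (0.0523) or tTA mouse4626 (0.101), and red blood cell genes (2 of 4, median −0.55, adjusted p = 0.584 with an estimated correlation) did not without rTg4510 mouse4666 (0.0523) or tTA mouse4592 (0.15). The presynaptic list (4 of 24, median 0.15, adjusted p = 0.627 with an estimated correlation) was lost without rTg4510 mouse4600 (0.09) or tTA mouse4592 (0.15), and the dentate granule list (0 of 10, median 0.19, adjusted p = 0.576 with an estimated correlation) without rTg4510 mouse4535 (0.107) or mouse4666 (0.0509) or tTA mouse4580 (0.0812), mouse4592 (0.118) or mouse4626 (0.0561). Microglia genes had 0 of 24 called (median 0.02, adjusted p = 0.622). Among lists that did not pass, the median, mean and camera direction differed in sign for unfolded protein, p53 and endothelial genes in DG and for reactive astrocyte, endothelial, proteasome, neurogenesis and ion channel genes in CA3.

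The DG comparison called 177 probe sets, 101 higher and 76 lower, 11 of them at least 2-fold, and 3420 at an unadjusted p below 0.05. Single arrays set this count: it was 5, 77, 105, 55 and 25 without rTg4510 mouse4535, mouse4600, mouse4621, mouse4653 and mouse4666, 657 without rTg4510 mouse4549, 439 without tTA mouse4570, and 52, 79 and 12 without tTA mouse4580, mouse4592 and mouse4637. It was 1 with only the arrays of both genotypes in the model, 704 in the joint model with the mouse as a block, 311 with dim probe sets left out, 94 with the array SD as a covariate and 60 with the Actb ratio. The methods' least significant difference test on anti-log values called 121, of which 54 were higher. Of the 24 called probe sets of named genes, 18 had a tTA level that differed from DN mice in the opposite direction, among them those of Tenm1, Gnao1, Tmem114, Tomm6, Rpl29, Rpl17 and Srebf2, and in 0 of the 18 were rTg4510 mice called against DN mice in the direction of the call, with differences from −0.37 to 0.20.

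The difference between rTg4510 and tTA mice itself differed between subfields for glial and CA1 neuronal genes. For C4b it was larger in CA1 than in CA3 by 2.32 (SE 0.49, adjusted p = 0.00453) and than in DG by 3.6 (SE 0.49, adjusted p = 2.35e-05), and for Gfap by 1.53 (SE 0.31) and 2.43 (SE 0.31). Nupr1 differed by 2.61 between CA1 and CA3 (SE 0.50), with 1.33 in CA1 and −1.32 in CA3, Vim by 2.16 and Myl9, a myosin light chain of mural cells, by 2.27. Between CA1 and DG, C1qc differed by 2.40, Ccnd2, a cyclin, by 2.73 and Tyrobp by 1.85 (SE 0.30), and the axon guidance factor Sema3a by −2.11, Kcnab1 by −1.84 and Stac, an adaptor of calcium channels, by −1.77. Pip5k1a, a lipid kinase, differed by −2.41 and Rin1, a regulator of RAS and RAB signaling in forebrain neurons, by −1.76 between CA1 and CA3. The limit on dim genes holds for these differences too, as for C4b and Sema3a.

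Against DN mice, C4b stood at 4.89, 2.61 and 3.43 in CA1, CA3 and DG of rTg4510 mice and at 0.66, 0.78 and 2.87 in tTA mice, and Gfap at 3.55, 2.53 and 2.63 and at 0.99, 1.52 and 2.53. With DN in place of tTA mice as the control, a choice made after the results were seen, CA1 differed from CA3 by 2.22 for C4b (SE 0.48, adjusted p = 0.00216) and 1.03 for Gfap (SE 0.31, adjusted p = 0.0324), and both were called. From DG the differences of C4b (1.39, SE 0.47, adjusted p = 0.0729), Gfap (0.90, 0.0652), Tyrobp (0.91, 0.0506), C1qc (0.45, 0.609) and Ccnd2 (0.16, 0.904) were not called, while those of Sema3a (−1.30), Kcnab1 (−2.16) and Stac (−2.66) were. Between CA1 and CA3, Vim (1.49), Pip5k1a (−1.69) and Rin1 (−1.31) were called and Nupr1 (1.5, adjusted p = 0.0575) and Myl9 (1.39, adjusted p = 0.116) were not. In tTA against DN mice, CA1 differed from DG by −2.21 for C4b (adjusted p = 0.00615), −1.53 for Gfap (adjusted p = 0.00213), −1.96 for C1qc and −2.57 for Ccnd2.

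For genes of the fixed set the difference between subfields was not always called. Gad2 rose by 1.03 more in CA1 than in CA3 (SE 0.26, adjusted p = 0.0178, lost without mouse4535, 0.08, or mouse4626, 0.0932), and the difference from DG was 0.80 (adjusted p = 0.0643), called without mouse4549 (0.0339) or mouse4653 (0.028). Fgf14 differed by −0.47 between CA1 and CA3 (adjusted p = 0.0373) and by −0.46 between CA1 and DG (adjusted p = 0.0314). The first was lost without mouse4535 (0.117), mouse4570 (0.105), mouse4592 (0.0934), mouse4626 (0.0806), mouse4653 (0.0738) or mouse4666 (0.135), and the second without mouse4570 (0.0536), mouse4580 (0.0592), mouse4637 (0.0661) or mouse4666 (0.156). Neither difference of CA1 was called for Npy (0.26 from CA3 and −0.28 from DG), Arc (−0.95 and −0.92) or Homer2 (−0.39 and −0.64). The Homer2 difference from DG was called without mouse4549 (0.0206), and that of Tyrobp from CA3 (0.90, adjusted p = 0.0823) without the same mouse (0.047). With DN mice as the control, Gad2 differed by 1.17 between CA1 and CA3 (adjusted p = 0.00261), Homer2 by −1.06 from CA3 and −1.51 from DG (adjusted p = 0.000934 and 2.03e-06), and Fgf14 was not called (−0.35 and −0.30, adjusted p = 0.117 and 0.189).

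Between CA1 and DG, the difference between rTg4510 and tTA mice was higher in CA1 for 15 of 24 microglia genes (16 over the list alone, adjusted p = 0.00438 with an estimated correlation), and for 12 of 19 astrocyte (17 over the list alone, adjusted p = 0.00523), 12 of 17 oligodendrocyte (15 over the list alone, adjusted p = 0.00735), 12 of 29 lysosome (15 over the list alone, adjusted p = 0.00337) and 5 of 22 inhibitory interneuron genes (10 over the list alone, adjusted p = 0.0148). Between CA1 and CA3 the counts were 4 microglia (9 over the list alone), 8 astrocyte (12), 6 oligodendrocyte (13), 8 lysosome (14) and 5 inhibitory interneuron genes (7), with adjusted p = 0.0375, 0.021, 0.021, 0.0204 and 0.0204 with an estimated correlation. It was lower in CA1 for 6 of 24 postsynaptic genes against CA3 (13 over the list alone) and for 9 against DG (16 over the list alone). The mean of the microglia list, compared within mice, differed by 0.59 between CA1 and CA3 (SE 0.19, exact permutation p = 0.0159, adjusted 0.0411, 5 mice of each genotype) and by 1.01 between CA1 and DG (SE 0.16, exact permutation p = 0.00794, the smallest this design allows, adjusted 0.0189). Against DN mice these differences of the list were 0.47 (SE 0.16, exact permutation p = 0.0317, adjusted 0.0578) and 0.50 (SE 0.17, exact permutation p = 0.013, adjusted 0.031) in rTg4510 mice, and −0.12 (exact permutation p = 0.357) and −0.51 (SE 0.085, exact permutation p = 0.00216, adjusted 0.0112) in tTA mice.

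In total 878 probe sets differed between CA1 and CA3 in their response (496 higher, 382 lower) and 1233 between CA1 and DG (723 higher, 510 lower). The first count was 521, 558, 429 and 443 without mouse4535, mouse4637, mouse4653 and mouse4666, and the second 769 and 801 without mouse4653 and mouse4666. Between CA3 and DG limma called 2 probe sets, of H3c15, a histone gene (1.89), and Jun (1.20, adjusted p = 0.0441 for both), against 1828 at an unadjusted p below 0.05. The difference of C4b there was 1.27 (adjusted p = 0.473) and that of Gfap 0.90 (adjusted p = 0.399). Without mouse4535, mouse4570, mouse4580, mouse4600, mouse4621, mouse4626, mouse4637 or mouse4666 the count of 2 fell to 0. It was 1 without mouse4653, 3 without mouse4592 and 5 without mouse4549. Complement genes passed as a list between CA3 and DG with 0 of 21 called (2 over the list alone, adjusted p = 0.0414 with an estimated correlation), and the microglia list (0 of 24 called, 6 over the list alone, camera adjusted p = 4.7e-06) had adjusted p = 0.452 with an estimated correlation and a mean difference of 0.42 (exact permutation p = 0.0346, adjusted 0.355). With DN mice as the control 1368 probe sets differed between CA1 and CA3 (668 higher), 1290 between CA1 and DG (559 higher) and 268 between CA3 and DG (153 higher), and 444 of the 878 and 445 of the 1233 were called in the same direction (26.5 and 34.3 for independent lists), in comparisons that share the rTg4510 arrays.

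Calls of different subfields overlapped. Of the probe sets called in CA1 and CA3, 50 were higher in both and 46 lower in both (8.72 and 5.13 for independent lists), and 2 were opposite. CA1 and DG shared 33 higher and 23 lower (6.07 and 3.51), and CA3 and DG 15 and 19 (0.647 and 0.373). Simulated unchanged groups gave 0 shared calls over 50 simulations, which says nothing of lists of this length. Across probe sets the covariance of the CA1 and CA3 differences was 0.0257, against 0.00317 in simulations with the same mice (correlations 0.313 and 0.110), and that of CA1 and DG was 0.0201.

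Transgenic mice were next compared with DN mice, which carry neither transgene. In CA1 of rTg4510 mice (n = 5 against 6) C4b rose by 4.89 (SE 0.25, adjusted p = 2.81e-08), Gfap by 3.55 (SE 0.25) and Tyrobp by 2.95. Doc2b, a calcium sensor of vesicle release, fell by 3.79 (SE 0.21), the serotonin receptor Htr1a by 2.89 and Wfs1 by 2.04. The glutamate receptor subunits Gria1 and Gria2 fell by 1.14 and 0.98. Gad2 rose by 1.18 (SE 0.19, adjusted p = 0.000303), Npy by 0.88 (SE 0.15, adjusted p = 0.000601), and Homer2 fell by 0.94. Of 24 microglia genes 22 rose (23 over the list alone), of 19 astrocyte genes 17 (18 over the list alone), of 5 CA1 pyramidal genes 5 fell (median −2.04), and of 24 postsynaptic genes 18 fell and 1 rose (23 over the list alone). With an estimated correlation these had adjusted p = 0.0399, 0.042, 0.042 and 0.0399. Of 22 endothelial and mural genes 12 rose (14 over the list alone, adjusted p = 0.0608 with an estimated correlation) and of 22 inhibitory interneuron genes 12 (13 over the list alone, adjusted p = 0.0792). The count was 5300 probe sets, 2521 higher and 2779 lower. The SD of all log2 values on an array was lower in rTg4510 than in DN mice in CA1 (2.36 and 2.41, exact permutation p = 0.00433, adjusted 0.0216), and with it as a covariate 1945 were called. C4b in DN mice (3.66) and Doc2b in rTg4510 mice (3.50) were dim.

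In CA3 of rTg4510 mice (n = 6 against 5) C4b, Gfap, Tyrobp and C1qc rose by 2.61, 2.53, 2.48 and 2.42 over DN mice, and Npy2r, a receptor of neuropeptide Y, fell by 1.76 (SE 0.25). Of 24 microglia genes 14 rose (19 over the list alone) and of 19 astrocyte genes 11 (15 over the list alone), with adjusted p = 0.00225 and 0.00303 with an estimated correlation. Here 705 probe sets were called, 433 higher and 272 lower, with 335, 435, 285 and 431 without DN mouse4797, mouse4825, mouse4866 and mouse4883 and 449 and 420 without rTg4510 mouse4535 and mouse4549, 275 with the array SD as a covariate (SD adjusted p = 0.141), 275 with the Actb ratio and 352 with the Gapdh ratio. In DG (n = 6 each) C4b rose by 3.43 (SE 0.40) and Gfap by 2.63 (SE 0.21), and the chemokine Cxcl12 fell by 3.71 (SE 0.20) and Penk, which encodes enkephalins, by 2.98. Of 22 inhibitory interneuron genes 5 rose and 1 fell (12 over the list alone, adjusted p = 0.111 with an estimated correlation), with Cck at 1.31, Npy at 0.99 (SE 0.20, adjusted p = 0.0048) and Nos1 at −1.29 (adjusted p = 0.00112), and Gad2 was not called (0.555, adjusted p = 0.0842). Of 24 microglia genes 13 rose (19 over the list alone), of 22 endothelial and mural genes 5 (7 over the list alone, adjusted p = 0.0628 with an estimated correlation), and of 10 dentate granule genes 3 fell and 1 rose (7 over the list alone, median −0.64, adjusted p = 0.0747 with an estimated correlation). The DG count was 2005 probe sets, 928 higher and 1077 lower. The array SD was lower than in DN mice there (2.37 and 2.39, exact permutation p = 0.00866, adjusted 0.0278), and 1331 were called with it as a covariate and 1021 with the Actb ratio. C4b in CA3 and DG and C1qc in CA3 were dim in DN mice (3.83, 4.03 and 4.42), and Cxcl12 in DG of rTg4510 mice (4.74).

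Mice with the tTA transgene alone also differed from DN mice. C4b rose by 2.87 in DG of tTA mice (n = 5 against 6, SE 0.42, adjusted p = 0.000225), Gfap by 2.53 (SE 0.22, adjusted p = 1.73e-06), and the complement C1q genes C1qc and C1qa by 2.33 and 2.07. Cxcl12 fell by 3.64 (SE 0.21), Penk by 3.23 and Doc2b by 3.21, Calb1 fell by 0.96 (SE 0.13) and Cck rose by 1.37, where 2 of 22 inhibitory interneuron genes rose (2 over the list alone, adjusted p = 0.419 with an estimated correlation). C4b, C1qc and C1qa in DN mice (4.03, 4.72 and 3.63) and Cxcl12 and Doc2b in tTA mice (4.81 and 3.62) were dim. Of 24 microglia genes 13 rose (16 over the list alone, adjusted p = 0.0465 with an estimated correlation), of 21 complement genes 7 (8 over the list alone, adjusted p = 0.0184), and of 19 astrocyte genes 15 rose and 1 fell (18 over the list alone, adjusted p = 0.0963). Other cell types moved with these: of 17 oligodendrocyte genes 6 rose (7 over the list alone, adjusted p = 0.268), among them Gsn (1.23), Mobp (1.20) and Olig1 (0.84), of 22 endothelial and mural genes 5 (5 over the list alone, adjusted p = 0.176), among them Ly6c1 (0.97), Rgs5 (0.94) and Cldn5 (0.92, dim in DN mice), and of 4 red blood cell genes 3 (3 over the list alone, adjusted p = 0.207). Of 10 dentate granule genes 6 fell and 1 rose (8 over the list alone, median −0.83, adjusted p = 0.0513), and of 25 interferon and antigen presentation genes 13 rose (14 over the list alone, adjusted p = 0.207). In CA3 Gfap rose by 1.52 (SE 0.21), Tyrobp by 1.43 and Hbb-b2, a globin of red blood cells, by 1.55, and Npy2r fell by 1.56. In CA1 Tac2 rose by 2.92 (SE 0.25) from a dim level in DN mice (4.13) and Gfap by 0.99 (adjusted p = 0.0147), whereas C4b was not called (0.66, adjusted p = 0.0835), Htr1a fell by 1.95 and Wfs1 by 0.79.

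Ribosomal protein genes were higher in tTA than in DN mice in all subfields: 43, 44 and 34 of 65 rose in CA1, CA3 and DG and 0, 0 and 1 fell (47, 51 and 44 over the list alone, medians 0.44, 0.43 and 0.34), with adjusted p = 0.504, 0.101 and 0.269 with an estimated correlation. Rpl13a rose by 1.14 in CA3. Postsynaptic genes fell in 10 of 24 cases in CA1 (13 over the list alone, adjusted p = 0.206 with an estimated correlation), with Gria2 at −0.93 and the NMDA receptor subunit Grin2b at −1.38. Fgf14 fell by 0.46 in CA3 (SE 0.094) and by 0.50 in DG (SE 0.089), and stood at −0.34 in CA1 (SE 0.12, adjusted p = 0.0549), where it was called without tTA mouse4570 (0.0457). The SD of all log2 values on an array was lower in tTA than in DN mice in CA1 (2.36 and 2.41, exact permutation p = 0.00216, adjusted 0.0139) and in CA3 (adjusted 0.0275), and in DG it did not pass (adjusted 0.0564). The Actb ratio was lower in tTA than in DN mice in DG (−0.61 and −0.30, exact permutation p = 0.00649, adjusted 0.0266) and stood at −0.70 and −0.37 in CA1 (adjusted 0.0564). The medians of red blood cell genes stood at 0.88, 0.80 and 0.91 in CA1, CA3 and DG. The counts were 3656 probe sets in CA1 (1653 higher, 2003 lower), 2057 in CA3 (932 higher, 1125 lower) and 3769 in DG (1633 higher, 2136 lower). The CA3 count was 1212, 1258 and 1060 without DN mouse4797, mouse4825 and mouse4866 and 1342 without tTA mouse4592. With the array SD as a covariate the counts were 391, 123 and 1640, with the Actb ratio 866, 1083 and 1265, and with the Gapdh ratio 377 in CA3.

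The comparisons with DN mice share arrays with each other and with rTg4510 against tTA. In DG 653 probe sets were higher and 777 lower in both transgenic groups than in DN mice, and 0 were opposite (67.0 and 102 for independent lists). With the DN arrays divided between the comparisons these were 234 and 254. Of the 177 probe sets called between rTg4510 and tTA in DG, 140 had been called in the opposite direction between tTA and DN (15 for independent lists), and 18 of 51 when the tTA arrays were divided. In CA3 this held for 161 of 256 (11.8 for independent lists, 32 of 225 when divided) and in CA1 for 482 of 2405 (197, 111 of 1228). The covariance of these differences was −0.0464 in DG, −0.0384 in CA3 and −0.0150 in CA1, against −0.0150 in simulations of unchanged groups that share the tTA arrays. The correlations were −0.528, −0.559 and −0.118, against −0.546, −0.522 and −0.521 in the simulations.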

Values the study reported

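The study reported that 86% of the expression changes found at 6.1 months, 1,734 of 2,021, lay in the CA1 pyramidal region, at a false discovery rate of 0.05. It described Npy and Gad2 as raised mainly in CA1 at that age, with Npy raised in DG as well.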

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

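The test of a lower share of pyramidal cell RNA, with its check on bright members, the array SD, the Gapdh ratio and the Actb ratio as covariates, the rule that a covariate whose groups lay within 1 standard error tests nothing, the spread that the ratios of tTA against DN had to clear, and the differences between subfields with DN mice as the control were chosen only after the results were seen.

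Some arrays lay far from the others of their group. Of 369 sets of group values tested, 21 held such an array, and chance gives about 1 in 20. Mapt was at 5.775 in DG of DN mouse4866 (nearest other 6.32) and at 5.952 in CA3 of rTg4510 mouse4535 (6.718). Fgf14 was at 9.05 in CA3 of DN mouse4886 (9.295), C4b at 5.703 in DG of rTg4510 mouse4621 (7.442), Homer2 at 7.015 in CA3 of DN mouse4825 (6.636) and Tyrobp at 7.973 in DG of tTA mouse4570 (9.066). Among list means, activated microglia stood at 5.005 in DG of rTg4510 mouse4621 (nearest other 5.356), complement at 3.789 in DG of DN mouse4797 (3.905), meninges and fibroblast at 4.662 in CA3 of rTg4510 mouse4549 (4.103) and choroid plexus and ependyma at 3.455 in CA1 of tTA mouse4626 (3.848). CA1 pyramidal genes stood at 5.943 in CA3 of tTA mouse4592 (4.899) and 5.164 in CA3 of rTg4510 mouse4549 (4.762), and dentate granule genes at 5.207 in CA3 of tTA mouse4637 (4.707) and 5.733 in CA1 of rTg4510 mouse4535 (5.317). In DG of DN mouse4806 oxidative phosphorylation stood at 9.691 (9.569) and interferon and antigen presentation at 4.483 (4.356). Proteasome genes were at 8.079 in CA1 of rTg4510 mouse4535 (8.305), ion channel genes at 5.797 in CA1 of tTA mouse4570 (5.681), p53 and cell cycle arrest genes at 6.113 in CA3 of rTg4510 mouse4535 (5.999), and Alzheimer risk orthologues at 6.714 in CA3 of rTg4510 mouse4535 (6.856) and 7.064 in CA1 of tTA mouse4592 (6.863).

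By its own test the difference between rTg4510 and tTA mice differed between CA1 and CA3 for 878 probe sets and between CA1 and DG for 1233. Between CA3 and DG 2 passed, and chance is not excluded there. Among genes, CA1 differed from CA3 and DG for C4b (2.32 and 3.6), Gfap (1.53 and 2.43) and Fgf14 (−0.47 and −0.46), from CA3 for Gad2 (1.03) and from DG for Tyrobp (1.85). In list means CA1 differed from CA3 and from DG by 0.59 and 1.01 for microglia, 0.61 and 0.67 for activated microglia, 0.42 and 0.74 for complement, 0.74 and 0.92 for astrocyte, 0.44 and 0.54 for reactive astrocyte, 0.91 and 1.17 for oligodendrocyte, 0.56 and 0.50 for endothelial and mural, 0.75 and 0.54 for meninges and fibroblast and 0.59 and 0.58 for inhibitory interneuron genes. The values were −1.01 and −1.08 for CA1 pyramidal, −0.41 and −0.43 for postsynaptic, −0.27 and −0.23 for immediate early, 0.64 and 0.78 for interferon and antigen presentation and 0.48 and 0.56 for lysosome genes. Neurogenesis genes differed from CA3 by 0.17, ion channel genes from DG by −0.20 and the tau insertion locus, which is Fgf14, from DG by −0.45. The tTA mice in these tests lay above DN mice in DG by 2.87 for C4b and 2.53 for Gfap, with 13 of 24 microglia genes higher. With DN mice as the control, CA1 differed from CA3 and DG by 2.22 and 1.39 for C4b (adjusted p = 0.00216 and 0.0729), 1.03 and 0.90 for Gfap (0.0324 and 0.0652) and 0.47 and 0.50 for the microglia list (0.0578 and 0.031), and from DG by 0.91 for Tyrobp (0.0506). For the oligodendrocyte list these differences were 1.03 and 1.11 (0.0205 and 0.0112) and for CA1 pyramidal genes −2.06 and −1.41 (0.0205 and 0.0112).

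The microglia, astrocyte, oligodendrocyte, endothelial and mural, and inhibitory interneuron lists passed as higher in CA1 of rTg4510 than of tTA mice (adjusted p from 0.0432 to 0.0601 with an estimated correlation), and of the choroid plexus and red blood cell lists 0 genes were called. A lower share of pyramidal RNA in the captures, which would raise all of the first 5 lists alike, was argued against by the difference between the microglia shift of 1.11 and the endothelial and mural shift of 0.54, which at 6.45 standard errors was the largest among the 10 pairs of these lists, and 5.17 among bright members (1.29 and 0.84). RNA quality as read by the Actb ratio, which lay 2.81 standard errors apart between the genotypes, was argued against as the whole cause, since with it as a covariate the microglia and astrocyte shifts kept 1.02 times or more of their size, at 6.11 and 5.36 standard errors. The array SD and the Gapdh ratio lay 0.434 and 0.0322 standard errors apart, so that as covariates they moved nothing (1.01 and 1.0 times) and decide nothing. Of the 10 pairs 3 lay over 2 standard errors apart (6.45, 3.83 and 2.07) and 7 within (0.168 to 1.95), so a common part from a lower share of pyramidal RNA stays open for all 5 lists, as does a change in glia with mutant tau or with the insertion of its transgene, which were not tested.

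Mice with tTA alone differed from DN mice by 3656, 2057 and 3769 probe sets in CA1, CA3 and DG. RNA quality as read by the Actb ratio was argued against as the whole cause: the median ratio of the difference with this covariate to that without was 0.931 in CA1 (quartiles 0.787 and 1.08), 0.954 in CA3 (0.873 and 1.04) and 0.960 in DG (0.822 and 1.10), while the median SE grew from 0.132 to 0.173, from 0.133 to 0.145 and from 0.143 to 0.189 and the counts fell to 866, 1083 and 1265. With the Gapdh ratio it was 0.996 in CA3 (quartiles 0.860 and 1.13) and 0.986 in DG (0.875 and 1.09), which argues the same way, whereas in CA1 (1.0) this ratio lay 0.441 standard errors apart and decides nothing. With the array SD it was 0.911 in DG (quartiles 0.735 and 1.08), which argues against dynamic range as the whole cause there, but 0.729 in CA1 (0.452 and 1.02) and 0.722 in CA3 (0.557 and 0.915), where the medians lay above the bound of 0.67 set beforehand and the lower quartiles below it, the SD followed the genotype, and the counts fell to 391 and 123 as the median SE grew to 0.199 and 0.165, so that dynamic range and genotype cannot be told apart in CA1 and CA3. The tTA transgene, its insertion site and the separate range of DN mouse numbers, which could reflect another cohort, stay open and were not tested.

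Genes at the transgene insertion sites were read for the loss of 1 copy. Fgf14 was lower in rTg4510 than in tTA mice by over 2 standard errors in 3 of 3 subfields, in line with a loss at the tau insertion site. It was also lower in tTA than in DN mice, by −0.46 in CA3 and −0.50 in DG, which the tau transgene cannot give, and whether its probe set lies in the lost part was not tested. For the tTA insertion site, 3 of 12 values lay lower than in DN mice by over 2 standard errors, Ncapg2 in CA3 of tTA (−0.60, SE 0.184, adjusted p = 0.0514) and rTg4510 mice (−0.44, SE 0.176, adjusted p = 0.203) and Vipr2 in CA1 of rTg4510 mice (−0.32, SE 0.0927, adjusted p = 0.0198), of which 1, that of Vipr2, was called. Vipr2 and Ncapg2 had means of 3.28 and 4.51, below the array median, so a loss there cannot be told apart from none.

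Other splits of the same samples bear on chance. In 100 splits, 1 of which was the real split, chance could be excluded for rTg4510 against tTA in CA1 (2405 probe sets, highest other 521) and DG (177, 65), for rTg4510 against DN in CA1 (5300, 0), CA3 (705, 151) and DG (2005, 4) and for tTA against DN in CA1 (3656, 0), CA3 (2057, 8) and DG (3769, 1). For rTg4510 against tTA in CA3, 2 of 100 splits gave as many (256, highest other 365), which excludes chance by the same limit. It could be excluded for the differences CA1 minus CA3 (878, 149) and CA1 minus DG (1233, 422) but not for CA3 minus DG, where 12 of 100 splits gave as many (2, 9). With subfields swapped within DN mice, 1 of 32 splits, the real one, gave as many for CA1 against CA3 (2920, 2083), CA1 against DG (3956, 1870) and CA3 against DG (4912, 3975).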

How the results depend on the processing

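The covariates (array SD, Gapdh and Actb ratios) and DN mice as the control of subfield differences were chosen only after the results were seen. The other alternatives were not. The cause of the changes given here was not tested, except that fewer arrays or probe sets entered some fits. For rTg4510 against tTA, the only 2 groups compared gave 1056 probe sets in CA1, 25 in CA3 and 1 in DG. In CA3 the methods' least significant difference test gave 151, and 169 on anti-log values, array weights 150, the array SD 135 and the Gapdh ratio 86. In DG leaving out dim probe sets gave 311, the array SD 94 and the joint model with the mouse as replicate block 704. With the Actb ratio, rTg4510 against tTA gave 1313 in CA1 and 60 in DG, rTg4510 against DN 275 in CA3 and 1021 in DG, and tTA against DN 866, 1083 and 1265 in CA1, CA3 and DG. With the array SD, rTg4510 against DN gave 1945 in CA1, 275 in CA3 and 1331 in DG, and tTA against DN 391, 123 and 1640. In CA3 rTg4510 against DN gave 456 by the methods' test, 1364 with array weights and 352 with the Gapdh ratio, and tTA against DN 377 with the Gapdh ratio. CA1 minus CA3 gave 526 without the mouse block and 281 with only the groups compared, CA1 minus DG 490 with only the groups compared, and CA3 minus DG 0 without the block, after quantile normalization again and with array weights. In DN mice CA1 against CA3 gave 5107 with array weights. With DN mice as the control CA1 minus CA3 gave 1368 and CA3 minus DG 268, and of the called differences of named genes 12 kept their call and direction and 15 lost the call. For genes called in the differences between subfields and in the subfields of DN mice, 83 kept their call and 6 lost it without the block, which changed no other call among these genes. The joint model holds the block but also fits all arrays at once, so the 41 calls it lost and the 4 it added are not put down to the block.

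With an estimated correlation the lists passing fell from 18 to 7 in CA1, from 7 to 3 in CA3 and from 7 to 0 in DG, and 3 passed in DG with dim probe sets left out. The CA1 calls of the CA3 pyramidal and Alzheimer risk lists were lost with dim probe sets left out (adjusted p = 0.06 and 0.0697).

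Some values turned sign. Mapt in CA3 (−0.04) was 0.058 with array weights and 0.066 by the methods' test on anti-log values, and Tyrobp in DG (0.10) was −0.034 with array weights. Against DN, Gad2 in CA3 of rTg4510 mice was 0.023 after quantile normalization again, 0.0056 after median centering, 0.14 with array weights, 0.15 with the array SD, 0.15 with the Gapdh ratio and 0.22 with the Actb ratio, and Mapt in DG (0.13) was −0.032 with the Gapdh ratio. In tTA mice Homer2 in CA1 (−0.05) was 0.26 with the array SD and 0.056 with the Actb ratio, Trem2 in CA1 (0.13) −0.16 and −0.031, Gad2 in CA3 (−0.21) 0.11 and 0.018, and 0.025 with the Gapdh ratio, Mapt in DG (−0.18) was 0.029 with the Actb ratio, and Arc in CA3 (0.08) was −0.14 with the Gapdh ratio. For CA3 minus DG, Arc (0.03) was −0.0047 after quantile normalization again and −0.023 with array weights, and Fgf14 −0.031 with array weights, and with DN mice as the control C4b (1.27) was −0.83, Gfap (0.90) −0.13 and Arc −0.45. With the mean of all probe sets the dentate granule list in CA1 was 0.049, and in CA3 the proteasome list was −0.0048 and the neurogenesis list −0.018. With dim probe sets left out the endothelial list in CA3 was 0.0018 and the CA3 pyramidal list −0.058, and in DG complement was 0.0047, reactive astrocyte 0.0018 and neurogenesis 0.0082.

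Leaving out 1 array or mouse at a time gave 88 to 451 probe sets for rTg4510 against tTA in CA3 and 5 to 657 in DG, 285 to 939 for rTg4510 against DN in CA3, 1060 to 2269 for tTA against DN in CA3, 429 to 1235 for CA1 minus CA3, 769 to 1650 for CA1 minus DG and 0 to 5 for CA3 minus DG. In CA1 it gave 1678 to 2702 for rTg4510 against tTA. The lists passing in DG ran from 4, without rTg4510 mouse4666 or tTA mouse4592, to 11, without tTA mouse4570. Differences of genes ran from −0.12 to 0.12 for Mapt in CA3, −0.066 to 0.23 for Gfap and −0.16 to 0.22 for Tyrobp in DG, −0.082 to 0.11 for Gad2 of rTg4510 against DN in CA3, −0.16 to 0.025 for Homer2 and −0.16 to 0.095 for Gad2 of tTA against DN in CA1, and −0.043 to 0.18 for Arc in CA3. For CA3 minus DG they ran from −0.066 to 0.091 for Fgf14 and −0.22 to 0.22 for Arc, for CA1 minus DG from −0.24 to 0.050 for Mapt, and for CA3 against DG in DN mice from −0.19 to 0.27 for Coch. List means in CA1 ran from −0.083 to 0.0057 for proteasome, −0.080 to 0.047 for choroid plexus, −0.10 to 0.16 for dentate granule, −0.13 to 0.072 for red blood cell and −0.057 to 0.14 for presynaptic genes, and in CA3 from −0.072 to 0.051 for oligodendrocyte, −0.031 to 0.039 for proteasome and −0.075 to 0.00036 for endothelial genes. In DG they ran from −0.019 to 0.10 for microglia, −0.058 to 0.013 for neurogenesis, −0.051 to 0.072 for meninges, −0.046 to 0.023 for complement, −0.15 to 0.0043 for astrocyte, −0.074 to 0.0066 for reactive astrocyte, −0.070 to 0.038 for endothelial, −0.027 to 0.021 for p53 and −0.067 to 0.010 for unfolded protein genes.

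Among called genes the direction and the call held in 377 and the call alone was lost in 181 with the array SD, 482 and 76 with the Gapdh ratio, 426 and 132 with the Actb ratio, 535 and 23 with array weights, 517 and 41 in the joint model, 481 and 77 with only the groups compared, 500 and 58 by the methods' test, 104 and 36 by it on anti-log values, run for rTg4510 against tTA alone, and 6055 and 682 when single arrays were left out. Array signal limits what can be said of Trem2, Vipr2 and Ncapg2, and the sizes given for called genes with a group mean below 5.039. These were 22 of 84, 13 of 32 and 5 of 24 named probe sets for rTg4510 against tTA in CA1, CA3 and DG, 27 of 94, 16 of 47 and 20 of 70 for rTg4510 against DN, 13 of 71, 13 of 56 and 20 of 80 for tTA against DN, and 14 of 20, 8 of 21 and 16 of 21 for CA1 against CA3, CA1 against DG and CA3 against DG in DN mice.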

Other observations

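No test in this part was chosen after its result was seen, apart from the share of calls in CA1. Further genes differed between transgenic and DN mice. In CA3 the interferon-inducible genes Ifi203 and Ifi205 fell by 1.75 and 1.62 in tTA mice, and Ifi205 fell by 1.55 in rTg4510 mice, each to a dim level (4.14, 3.47 and 3.54). In DG Ptgs2, the inducible cyclooxygenase, fell by 1.84 and Jun fell by 0.72 in tTA mice, while the class I gene H2-K1 rose by 1.80. Stxbp6, a binding partner of vesicle fusion proteins, fell by 1.37 in tTA and by 1.35 in rTg4510 mice in DG. Of 83 oxidative phosphorylation genes 37 rose and 1 fell in CA1 of tTA mice (44 over the list alone), 22 rose in CA3 (32 over the list alone) and 23 rose and 1 fell in DG (29 over the list alone), with adjusted p = 0.206, 0.151 and 0.308 with an estimated correlation, and Uqcr11 and Atp5e, subunits of the respiratory chain and the ATP synthase, rose by 1.04 and 0.83 in CA1.

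Between rTg4510 and DN mice Aspa and Mobp of oligodendrocytes rose by 2.15 and 2.08 in CA1, with Aspa dim in DN mice (4.16). Of 17 oligodendrocyte genes 16 rose in CA1 (16 over the list alone), 0 were called in CA3 (0 over the list alone) and 3 in DG (3 over the list alone), with adjusted p = 0.0608, 0.351 and 0.545 with an estimated correlation. Lysosome genes rose in 20 of 29 cases in CA1, with 1 lower (23 over the list alone), in 6 in CA3 (12 over the list alone) and in 13 in DG (18 over the list alone), with adjusted p = 0.042, 0.0247 and 0.0485 with an estimated correlation.

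Of the calls for rTg4510 against tTA summed over the subfields, 84.7% lay in CA1. By the methods' least significant difference test the share was 86.8% on log2 values (1927, 151 and 143 calls in CA1, CA3 and DG) and 85.7% on anti-log values (1738, 169 and 121).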
